A study of Mus musculus with 16 samples. Its data were reported in "Myelin dysfunction drives amyloid-β deposition in models of Alzheimer’s disease" (2023).

How the data were processed

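RNA was measured by bulk mRNA sequencing in 16 libraries of CD11b-sorted microglia from 6-month-old mice, 4 libraries for each of 4 genotypes. Per the labels and the study's methods, hemispheres without cerebellum and olfactory bulb were dissociated, astrocytes (ACSA-2 beads) and oligodendrocytes (O4 beads) were taken out, and the remaining cells were captured with CD11b beads. CD11b is also carried by border-associated macrophages, monocytes and neutrophils. The authors sequenced single-end reads and, per the submitters' processing notes, used FastQC 0.72, STAR 2.5.2b-2 with the GRCm38 genome, and featureCounts 1.6.3. The strand setting, the annotation release and the treatment of reads that map to several places were not stated, so reads of paralogs (Ms4a, H2 and Apoc genes) and of pseudogenes may be shared or lost.

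The authors deposited a table of raw read counts for 55471 genes, which was used for every test. The authors also deposited TPM values (counts per gene length, scaled to the same sum in every library), and the gene length in bases that they used stands in the same deposited table. TPM rebuilt from the counts and that length differed from the deposited TPM by at most 4.80e-10. Positions are from GENCODE vM21 on GRCm38, to which 55144 of the gene identifiers matched. No symbol was given for 251 genes, and 232 shared their symbol with another gene. The table held 9936 genes annotated as processed pseudogenes.

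Groups followed the deposited labels. The replicate numbers run through all groups without repeating, so they pair no libraries. The labels do not say that each library came from its own animal, although the study's text calls them biological replicates, so every p-value measures the spread between these libraries. The correlation of log2 CPM between libraries of 1 group lay between 0.928 and 0.977, and no pair of libraries matched within counting error.

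The lists, the named genes, the tests and the alternatives listed first below were chosen before the data were examined. Each pair of genotypes was tested on its own 8 libraries with edgeR 4.0.16 (R 4.3.3): filterByExpr with default settings, TMM scaling, a robust quasi-likelihood fit and F test, and Benjamini-Hochberg adjustment over all tested genes at 0.05. The interaction was tested on all 16 libraries as the effect of Cnp loss with the 5xFAD transgenes minus its effect without them. The study itself used DESeq2, which is run here as an alternative (version 1.42.0). Every adjusted p of a single gene below is from edgeR unless another tool is named. A fold change is given as log2 fold change ± standard error, and a level as CPM (counts as a share of the library in ppm, TMM-scaled unless named as a share of the total) with mean ± SD. CPM of 3 counts was 0.0861 to 0.456, depending on the library. This covers counting error only.

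The 33 gene lists were homeostatic microglia, TREM2-independent and TREM2-dependent disease-associated microglia (DAM), Ms4a cluster, lipoprotein and lipid handling, cholesterol biosynthesis, lysosome and cathepsins, phagocytic and pattern recognition receptors, complement, interferon response, MHC class I and class II antigen presentation, chemokines and cytokines, proliferation, glycolysis, nuclear-encoded oxidative phosphorylation, matrix proteases and their inhibitors, Alzheimer disease risk gene orthologues, immediate early and dissociation response, mitochondrially encoded genes, cytosolic ribosomal proteins, border-associated macrophages, monocytes, neutrophils, T and NK cells, B and plasma cells, oligodendrocytes and myelin (without Cnp), oligodendrocyte precursors, astrocytes, neurons, endothelial cells and pericytes, choroid plexus and ependyma, and erythroid cells. The study picked the Ms4a list on these samples, and it names several members of the homeostatic, DAM and lipid lists and Mmp12 from them, so these lists are not independent evidence of their direction. Each list with at least 3 tested members was compared with all other genes by camera (limma 3.58.1) on log2 CPM (prior count 2) with a preset correlation of 0.01, adjusted over the 33 lists of a comparison. The same test with a correlation estimated from the libraries stands beside it. Adjustment of the gene test over the members of a list alone is given as a second count. The test fry, which asks whether a list's own genes move on balance one way, was run beside camera.

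Named genes were chosen by 3 rules. The first was a fixed set that the study or the design names. The second was, per main comparison, the 5 genes with the largest fold change in each direction among those that passed, with a mean of at least 10 CPM in the higher group, no overlap between the libraries of both groups and no predicted gene model. The part on overlap does not apply to the interaction. The third was up to 4 members of a described list with the smallest p. Beyond these, S100a8 and Ttr were chosen after their values were seen.

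Alternatives planned before were DESeq2, other scaling factors (RLE, upper quartile, library totals only), no filter, a stricter filter (1 CPM in 4 libraries), limma-trend on log2 TPM with pseudocounts of 1 and 0.1, all 16 libraries in 1 fit, and leaving out each library in turn. Further alternatives were added after the data were seen: the side of a split in processed pseudogenes as a term (in a fit of all 16 libraries), a spline (5 degrees of freedom) of log2 CPM on gene length removed per library, pseudogenes left out, and libraries of 1 side alone. Processed pseudogenes with at least 3 counts were counted after thinning each library to the smallest total, averaged over 10 draws. Every other split of the libraries into groups of the same sizes was fitted for the pairs, and 100 were drawn for the interaction (seed 5).

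The tests were tested on simulated data made from these libraries with genes changed by known folds. Of 4-fold changes edgeR recovered 84%, 71%, 89%, 86%, 74% and 80% in the pairs in the order 5xFAD vs WT, Cnp_KO vs WT, Cnp_KO_5xFAD vs 5xFAD, Cnp_KO_5xFAD vs Cnp_KO, Cnp_KO vs 5xFAD and Cnp_KO_5xFAD vs WT, and 68% in the interaction. For 2-fold changes the shares were 42%, 30%, 47%, 52%, 50%, 38% and 23%. No changed gene was called in the wrong direction. Figures were drawn with matplotlib 3.10.9 (Python 3.11.15).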

Results

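Sorted microglia of 4 genotypes were compared, with 4 libraries each. They were wild type (WT), 5xFAD (mice with human transgenes carrying familial Alzheimer mutations, which deposit amyloid), Cnp_KO (mice without CNP, an enzyme of myelin-forming cells, which have a myelin defect) and Cnp_KO_5xFAD (both). Total counts were 31003619, 22987551, 14375597 and 20276251 in WT replicates 1 to 4, and 34853178, 12330591, 27010832 and 17555307 in Cnp_KO replicates 5 to 8. They were 28256532, 31568425, 6585684 and 12370982 in 5xFAD replicates 9 to 12, and 14953437, 12166125, 13055281 and 12812919 in Cnp_KO_5xFAD replicates 13 to 16. Markers of cells other than microglia took 4.91% ± 0.907 (SD, n = 4) of the counts in WT, 2.25% ± 0.333 in 5xFAD, 2.30% ± 0.892 in Cnp_KO and 1.12% ± 0.326 in Cnp_KO_5xFAD. Myelin and choroid plexus transcripts made up most of them, at 26420 and 17281 CPM of the total in WT against 4157 and 2458 in Cnp_KO_5xFAD.

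Cnp (ENSMUSG00000006782, chromosome 11, 100574904 to 100591729, GRCm38), the gene deleted in the knockout, had 120639, 38528, 4033 and 30287 counts in the WT libraries and 6085, 3078, 1867 and 2563 in the 5xFAD libraries. The Cnp_KO libraries held 311, 144, 229 and 161 counts, and the Cnp_KO_5xFAD libraries 40, 48, 33 and 28. As shares of the total these were 3891, 1676, 281 and 1494 CPM in WT and 215, 97.5, 283 and 207 CPM in 5xFAD. They were 8.92, 11.7, 8.48 and 9.17 CPM in Cnp_KO, and 2.67, 3.95, 2.53 and 2.19 CPM in Cnp_KO_5xFAD. Every Cnp_KO and Cnp_KO_5xFAD library lay below every WT and 5xFAD library. In CPM scaled by TMM the group means were 1647 ± 1417, 190 ± 69.9, 9.99 ± 1.42 and 3.24 ± 0.750 (SD, n = 4) in WT, 5xFAD, Cnp_KO and Cnp_KO_5xFAD. Cnp is expressed by oligodendrocytes and not by microglia, and the lowest WT library (281 CPM) lay below the highest 5xFAD library (283 CPM).

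**Figure D1:**
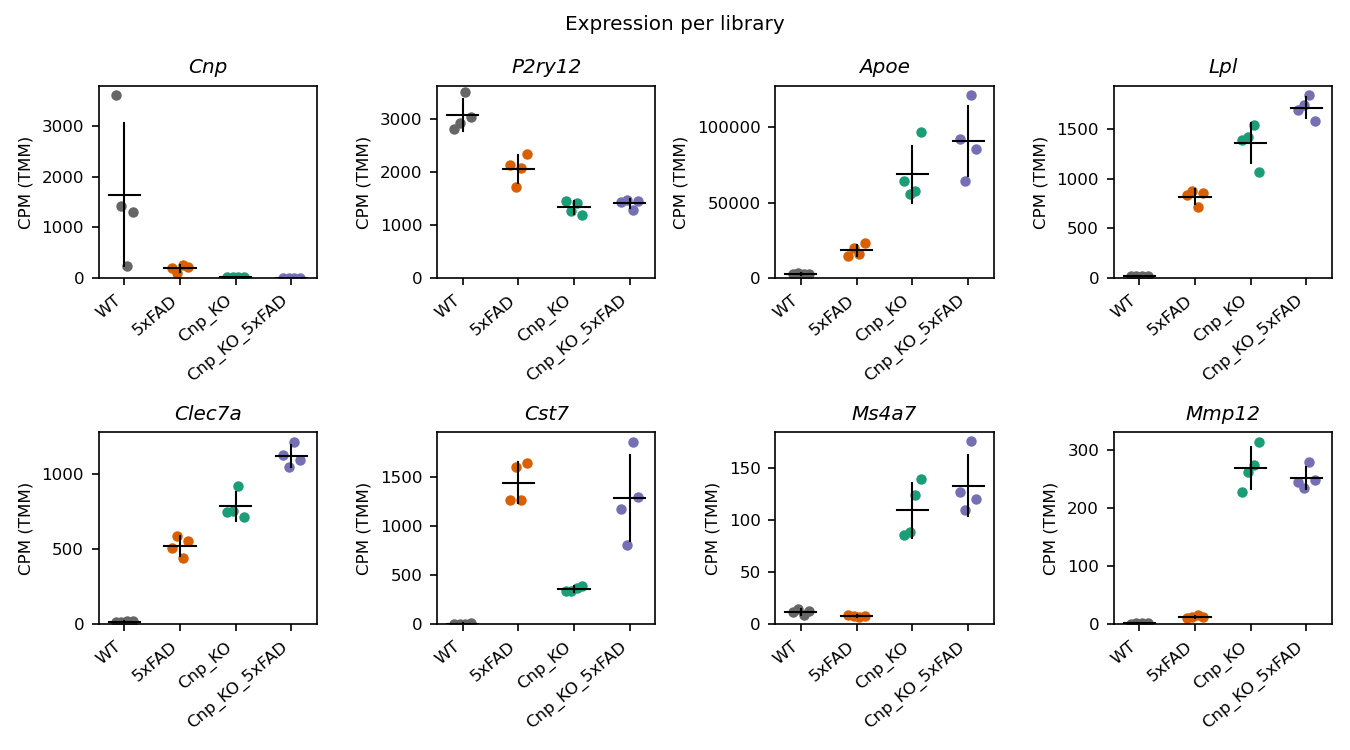
CPM (TMM-scaled) of Cnp, P2ry12, Apoe, Lpl, Clec7a, Cst7, Ms4a7 and Mmp12 in each of the 16 libraries, 4 per genotype, with the group mean and SD as error bars. P2ry12 averaged 3066 CPM in WT and 1404 CPM in Cnp_KO_5xFAD, while Mmp12 averaged 1.83 CPM in WT and 252 CPM in Cnp_KO_5xFAD.

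Amyloid alone: 5xFAD against WT asked how microglia change with amyloid deposition. Genes of the disease-associated state rose. Cst7, which encodes the cystatin F protease inhibitor, went from 8.29 ± 2.03 to 1439 ± 209 CPM (SD, n = 4; log2 fold change 7.53 ± 0.22, adjusted p = 3.82e-09). Lpl, encoding lipoprotein lipase, rose by 5.39 ± 0.13, Clec7a, encoding the dectin-1 receptor, by 4.89 ± 0.14, and Gpnmb, a transmembrane glycoprotein of phagocytes, by 5.22 ± 0.18. Apoe, encoding the lipid carrier apolipoprotein E, rose from 2626 ± 392 to 18286 ± 3863 CPM (2.89 ± 0.19), and Trem2, a lipid-sensing receptor, rose by 1.88 ± 0.16 with its adaptor Tyrobp (2.60 ± 0.18). P2ry12, a purinergic receptor of resting microglia, fell by 0.49 ± 0.13 (adjusted p = 0.0159). On GRCm38 as annotated in GENCODE vM21, Apoe lies on chromosome 7 (19696109 to 19699188), Lpl on chromosome 8 (68880491 to 68907448) and Clec7a on chromosome 6 (129461591 to 129472779). Cst7 lies on chromosome 2 (150570415 to 150578944), Trem2 on chromosome 17 (48346401 to 48354147) and P2ry12 on chromosome 3 (59216272 to 59262871). Gpnmb lies on chromosome 6 (49036546 to 49070929), Mmp12 on chromosome 9 (7344381 to 7369499) and Ms4a7 on chromosome 19 (11321039 to 11336146).

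All 29 TREM2-dependent DAM genes tested rose (29 when adjusted over the list alone; adjusted p = 1.33e-28 by camera, adjusted p = 0.143 with an estimated correlation). So did 6 of the 7 TREM2-independent DAM genes (7 over the list alone; adjusted p = 2.77e-07, and adjusted p = 0.202 with an estimated correlation). Several members of both lists were named by the study from these samples, so the counts are not independent evidence of direction. Among the 5 strongest rises besides Cst7 were Lgi2 (7.21 ± 0.30), Trpm1 (6.51 ± 0.56), Baiap2l2 (6.46 ± 0.60) and Tcap (6.35 ± 0.24). Of 40 interferon response genes 34 rose and 6 did not pass (36 adjusted over the list alone; adjusted p = 1.08e-18, and adjusted p = 0.202 with an estimated correlation). The antiviral and ISG15-removing genes Usp18, Oas1a and Mx1 rose by 2.54 ± 0.20, 2.82 ± 0.23 and 2.20 ± 0.17. MHC class I presentation rose in 21 of 22 genes (21 over the list alone; adjusted p = 5.44e-14, and adjusted p = 0.202 with an estimated correlation). B2m, the light chain of class I molecules, rose by 1.90 ± 0.13 and the heavy chain gene H2-D1 by 2.37 ± 0.16. Lysosome and cathepsin genes rose in 27 and fell in 2 of 39 (29 and 2 over the list alone; adjusted p = 1.14e-11, and adjusted p = 0.255 with an estimated correlation). The cathepsin genes Ctse and Ctsz rose by 4.01 ± 0.26 and 2.11 ± 0.14. Chemokines and cytokines rose in 21 and fell in 1 of 35 (the same numbers over the list alone; adjusted p = 7.53e-08, and adjusted p = 0.181 with an estimated correlation). The chemokine genes Ccl3 and Ccl6 rose by 3.09 ± 0.18 and 3.07 ± 0.18, the cytokine gene Tnf by 2.67 ± 0.16 and the growth factor gene Igf1 by 4.06 ± 0.22. Proliferation genes rose in 17 of 32 (21 up and 1 down over the list alone; adjusted p = 1.28e-06, and adjusted p = 0.202 with an estimated correlation). The mitotic kinase gene Cdk1 rose by 2.17 ± 0.25 and the topoisomerase gene Top2a by 0.95 ± 0.16.

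The homeostatic list did not move as a whole: 3 genes rose, 7 fell and 20 did not pass (4 up and 7 down over the list alone; adjusted p = 0.289). Gpr165 fell by 2.02 ± 0.25, whereas Fcrls (0.68 ± 0.12) and Cst3 (1.05 ± 0.18), encoding cystatin C, rose. Tmem119 and the fractalkine receptor gene Cx3cr1 had values of -0.43 ± 0.17 and -0.28 ± 0.11 with adjusted p = 0.0723 and adjusted p = 0.0653. Of 10 Ms4a genes, which encode membrane proteins of immune cells, 1 fell (1 over the list alone; adjusted p = 0.242), and Ms4a7 did not pass (-0.47 ± 0.20, adjusted p = 0.091). Mmp12, encoding macrophage elastase, rose by 2.95 ± 0.22. Cytosolic ribosomal protein genes rose in 35 of 38 (36 over the list alone; adjusted p = 2.53e-21, and adjusted p = 0.228 with an estimated correlation). Immediate early genes, which tissue dissociation also induces, rose in 22 of 29 with 1 lower (the same numbers over the list alone; adjusted p = 2.04e-10, and adjusted p = 0.260 with an estimated correlation). Across genes, which are not independent replicates, fold change and gene length had a Spearman correlation of -0.292.

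RNA of other cell types was lower in 5xFAD. Oligodendrocyte and myelin genes fell in 13 of 17 (14 over the list alone; adjusted p = 5.18e-04, and adjusted p = 0.514 with an estimated correlation). Cldn11, a tight junction gene of myelin, fell by 3.50 ± 0.84 and Fa2h, which makes hydroxylated myelin lipids, by 3.68 ± 0.88. Cnp itself fell by 3.03 ± 0.80 (adjusted p = 0.0296), and mouse App by 1.31 ± 0.33 (adjusted p = 0.0199). Ncam2 (-4.05 ± 0.91), Edil3 (-3.99 ± 0.98), Cpm (-3.87 ± 0.88) and Tnfaip6 (-3.65 ± 0.91) were, with Fa2h, the 5 strongest falls. Astrocyte markers fell in 9 of 14 (9 over the list alone; adjusted p = 6.01e-05, and adjusted p = 0.255 with an estimated correlation; Aqp4 -2.50 ± 0.20). Choroid plexus and ependymal markers fell in 4 of 9 (5 over the list alone; adjusted p = 4.12e-04, and adjusted p = 0.379 with an estimated correlation; Tmem212 -2.07 ± 0.21), and border-associated macrophage markers in 12 of 16 (12 over the list alone; adjusted p = 4.47e-05, and adjusted p = 0.333 with an estimated correlation; Cd163 -1.55 ± 0.19). Cnp, App, P2ry12 and these falls of myelin genes depended on single libraries. Leaving out any 1 of 7 libraries (WT replicates 1, 2 and 4 and 5xFAD replicates 9 to 12) ended the call of Cnp (adjusted p 0.0536 to 0.0789), and leaving out 5xFAD replicate 10 ended that of P2ry12 (adjusted p = 0.0529). Leaving out 5xFAD replicate 10 or 12 ended those of Ncam2 (adjusted p 0.0523 to 0.0532), Cpm (0.0584 to 0.0594), Fa2h (0.0639 to 0.0670), App, Cldn11, Edil3 and Tnfaip6. Of the last 4, App also lost its call without 5xFAD replicate 11, Cldn11 without 5xFAD replicate 9, Edil3 without WT replicate 4 or 5xFAD replicate 9, and Tnfaip6 without WT replicate 4 or 5xFAD replicates 9 or 11 (adjusted p 0.0507 to 0.0736).

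Of the lists not described above, the phagocytic and pattern recognition receptors rose in 16 and fell in 6 of 36 (17 and 7 over the list alone; adjusted p = 4.78e-04, and adjusted p = 0.362 with an estimated correlation; Axl 4.00 ± 0.21). Complement rose in 9 and fell in 2 of 17 (10 and 3 over the list alone; adjusted p = 0.00416, and adjusted p = 0.388 with an estimated correlation; Itgax 4.50 ± 0.14). Lipid handling rose in 12 and fell in 5 of 28 (15 and 5 over the list alone; adjusted p = 2.26e-04, and adjusted p = 0.228 with an estimated correlation). MHC class II presentation (7 higher of 15; adjusted p = 4.55e-04, and adjusted p = 0.285 with an estimated correlation) and glycolysis (12 higher and 1 lower of 22; adjusted p = 4.55e-04, and adjusted p = 0.379 with an estimated correlation) passed as well. So did nuclear-encoded oxidative phosphorylation (14 higher of 32; adjusted p = 0.00148, and adjusted p = 0.614 with an estimated correlation), mitochondrially encoded genes (7 higher of 7; adjusted p = 6.01e-05, and adjusted p = 0.282 with an estimated correlation) and matrix proteases (9 higher and 3 lower of 20; adjusted p = 0.00530, and adjusted p = 0.255 with an estimated correlation). The lists of Alzheimer disease risk gene orthologues (11 higher and 6 lower of 30; adjusted p = 0.144), cholesterol biosynthesis (2 higher and 4 lower of 24; adjusted p = 0.649) and monocytes (1 higher and 3 lower of 14; adjusted p = 0.232) did not pass by camera. Nor did those of neutrophils (1 higher of 11; adjusted p = 0.242), T and NK cells (1 higher and 4 lower of 19; adjusted p = 0.799) or B and plasma cells (2 higher of 10; adjusted p = 0.242), or the lists of oligodendrocyte precursors (1 higher and 4 lower of 9; adjusted p = 0.289), neurons (4 lower of 17; adjusted p = 0.130), endothelial cells and pericytes (5 lower of 15; adjusted p = 0.0961) and erythroid cells (0 of 5 by edgeR; adjusted p = 0.160).

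In all, 2432 of 15870 tested genes were higher and 2661 lower in 5xFAD. By camera 21 of 33 lists passed (17 up, 4 down), none of them with an estimated correlation (lowest adjusted p = 0.143; 20 passed by fry). With library totals as the only scaling the split was 1432 and 4233, and with limma-trend on log2(TPM + 1) it was 1040 and 6695, so the share of higher genes depends on scaling. With the length trend removed it was 3243 and 1841. Without 5xFAD replicate 10 the counts were 1605 and 1604, without WT replicate 4 1689 were lower and without 5xFAD replicate 12 1703. Processed pseudogenes were found more often in 7 libraries (5xFAD replicates 10 to 12 and all of Cnp_KO_5xFAD, 659.1 to 777.6 after thinning) than in the other 9 (425.5 to 567.3). With that side of the libraries as a term, chosen after the data were seen, 580 genes were higher and 41 lower. With 5xFAD replicate 9 alone against WT, the comparison within the side with few pseudogenes, the counts were 325 and 42.

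**Figure D2:**
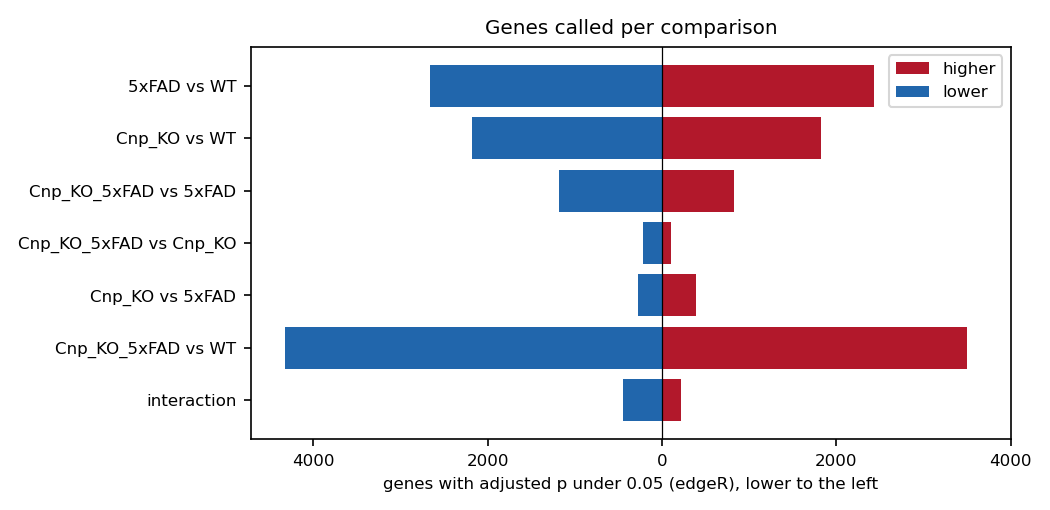
Number of genes that passed at an adjusted p of 0.05 by edgeR in each comparison (bars from 0), higher to the right and lower to the left. The largest counts were in Cnp_KO_5xFAD against WT, with 3502 higher and 4323 lower.

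Myelin defect alone: Cnp_KO against WT asked how microglia respond to dysfunctional myelin without amyloid. The disease-associated genes rose here too, and so did Ms4a7, which had not passed with amyloid alone. Gpnmb rose from 5.12 ± 0.686 to 1389 ± 281 CPM (SD, n = 4; 8.09 ± 0.21, adjusted p = 3.44e-08). Spp1, encoding osteopontin, rose by 7.01 ± 0.22, Mmp12 by 7.22 ± 0.19, Lpl by 6.04 ± 0.16 and Apoe by 4.71 ± 0.22, to 68662 ± 18984 CPM. Ms4a7 rose from 11.9 ± 2.55 to 109 ± 26.7 CPM (3.20 ± 0.23), and P2ry12 fell by 1.20 ± 0.11 (adjusted p = 8.92e-05). Cnp fell by 7.36 ± 0.81 (adjusted p = 3.70e-04).

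All 29 TREM2-dependent DAM genes rose (29 over the list alone; adjusted p = 7.79e-30), and this held with an estimated correlation (adjusted p = 0.00641). Clec7a (5.39 ± 0.14), the integrin gene Itgax (5.38 ± 0.16), the receptor kinase gene Axl (4.71 ± 0.24), Cst7 (5.44 ± 0.20) and Trem2 (1.25 ± 0.15) were among them. All 7 TREM2-independent genes rose as well (7 over the list alone; adjusted p = 3.46e-09, and adjusted p = 0.0598 with an estimated correlation; Tyrobp 1.90 ± 0.16, Ctsb 2.03 ± 0.11). The lipid handling list rose in 16 and fell in 1 of 28 genes (17 and 3 over the list alone; adjusted p = 2.20e-09, kept with an estimated correlation at adjusted p = 0.00699). In it, Apoc1 rose by 5.55 ± 0.53 and the RNA-editing enzyme gene Apobec1 by 2.21 ± 0.16. The cholesterol exporter gene Abca1 (1.05 ± 0.34, adjusted p = 0.0493) lost its call when any 1 of 7 libraries was left out (adjusted p 0.0546 to 0.123, all libraries but Cnp_KO replicate 8). Apoc4 had a single count in all WT libraries together (mean 0.0150 CPM) and 9.33 ± 2.61 CPM in Cnp_KO. Matrix proteases and inhibitors rose in 13 and fell in 1 of 20 (13 and 3 over the list alone; adjusted p = 1.01e-05, kept with an estimated correlation at adjusted p = 0.0257). The metalloprotease gene Adam8 rose by 3.53 ± 0.16 and Plau, encoding urokinase, by 3.04 ± 0.12. Ms4a genes rose in 6 of 9 (6 over the list alone; adjusted p = 2.42e-05, and adjusted p = 0.0598 with an estimated correlation). Besides Ms4a7, Ms4a6d (1.43 ± 0.15), Ms4a6c (1.84 ± 0.25) and Ms4a14 (2.45 ± 0.34) rose. The study named the Ms4a genes, Mmp12 and several DAM and lipid genes from these samples, so this is not independent evidence.

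Homeostatic genes fell in 15 and rose in 2 of 30 (16 and 2 over the list alone; adjusted p = 6.94e-05, and adjusted p = 0.307 with an estimated correlation). Tmem119 fell by 0.94 ± 0.16, the fructose transporter gene Slc2a5 by 1.29 ± 0.17 and Adgrg1 by 0.84 ± 0.11. Cx3cr1 and Cst3 did not pass (-0.25 ± 0.14, adjusted p = 0.222 and 0.19 ± 0.17, adjusted p = 0.453). MHC class I presentation rose in 18 of 22 (19 over the list alone; adjusted p = 1.65e-14, and adjusted p = 0.0732 with an estimated correlation; H2-K1 2.03 ± 0.12). Class II rose in 11 of 15 (12 over the list alone; adjusted p = 3.51e-07, and adjusted p = 0.123 with an estimated correlation), with the invariant chain gene Cd74 at 2.14 ± 0.24 and H2-Aa at 1.65 ± 0.26. Chemokines and cytokines rose in 21 and fell in 2 of 35 (23 and 3 over the list alone; adjusted p = 2.03e-10, and adjusted p = 0.0598 with an estimated correlation). Tnf rose by 3.70 ± 0.19, Cxcl16 by 2.87 ± 0.13 and Cxcl14 by 3.78 ± 0.26. Interferon response genes rose in 21 of 40 (24 over the list alone; adjusted p = 4.24e-10, and adjusted p = 0.183 with an estimated correlation; Ifi204 2.57 ± 0.28). Lysosome genes rose in 30 with 1 lower of 39 (31 and 2 over the list alone; adjusted p = 2.95e-16, and adjusted p = 0.0598 with an estimated correlation), led by the proton pump subunit gene Atp6v0d2 (7.48 ± 0.25). Immediate early genes rose in 22 of 29 with 1 lower (22 and 3 over the list alone; adjusted p = 4.24e-10, and adjusted p = 0.183 with an estimated correlation). Cytosolic ribosomal protein genes rose in 33 of 38 (37 over the list alone; adjusted p = 7.89e-22, and adjusted p = 0.131 with an estimated correlation). Proliferation genes rose in 3, fell in 2 and did not pass in 27 of 32 (1 up over the list alone; adjusted p = 0.584). Pianp (7.15 ± 0.25) and Ahnak2 (7.05 ± 0.37) were the remaining strongest rises.

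T and NK cell markers rose in 11 and fell in 3 of 21 (12 and 4 over the list alone; adjusted p = 0.00162, and adjusted p = 0.333 with an estimated correlation). Cd8a, a co-receptor of cytotoxic T cells, went from 0.591 ± 0.352 to 7.29 ± 1.16 CPM (3.67 ± 0.47). The T cell receptor chain genes Cd3g and Cd3d rose by 4.24 ± 0.55 and 4.00 ± 0.65. Oligodendrocyte and myelin genes fell in 13 of 17 (13 over the list alone; adjusted p = 1.02e-05, and adjusted p = 0.348 with an estimated correlation). The oligodendrocyte transcription factor gene Sox10 fell by 4.89 ± 0.78, Ermn by 5.32 ± 0.80 and Mog by 4.72 ± 0.76. With Cnp, the strongest falls were those of Cyp2j12 (-5.90 ± 0.88), Fa2h (-5.77 ± 0.82), Edil3 (-5.77 ± 0.86) and Nkain1 (-5.68 ± 0.88). The share of other-cell markers beside them was 2.30% in Cnp_KO and 4.91% in WT. Mouse App fell by 1.19 ± 0.31 (adjusted p = 0.0209) and lost its call without Cnp_KO replicate 6, 7 or 8 (adjusted p 0.0671 to 0.0805). Astrocyte markers fell in 7 of 14 (11 over the list alone; adjusted p = 1.25e-05, and adjusted p = 0.162 with an estimated correlation). The water channel gene Aqp4 fell by 2.77 ± 0.37 and the gap junction gene Gja1 by 2.69 ± 0.30. Choroid plexus markers fell in 4 of 9 (4 over the list alone; adjusted p = 0.00485, and adjusted p = 0.455 with an estimated correlation) and border-associated macrophage markers fell in 8 and rose in 2 of 16 (9 and 2 over the list alone; adjusted p = 0.00673, and adjusted p = 0.455 with an estimated correlation). Mitochondrially encoded genes rose in 6 of 7 (7 over the list alone; adjusted p = 0.00485, and adjusted p = 0.436 with an estimated correlation). Thy1, whose promoter drives the 5xFAD transgenes, rose by 1.88 ± 0.29.

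In all, 1827 of 15745 genes were higher and 2181 lower, and 23 lists passed by camera (18 up, 5 down), of which 3 passed with an estimated correlation (22 passed by fry). With library totals only the split was 1136 and 4013, with log2(TPM + 1) it was 961 and 6192. With the gene length trend removed per library, an alternative added after the data were seen, 3420 genes were higher and 1818 lower. All 8 libraries lay on the side with few processed pseudogenes.

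Both changes against WT overlapped. Of 15491 genes tested in both, 1351 were higher and 1564 lower in 5xFAD and in Cnp_KO alike, where independent lists would share 278 and 374, and 16 moved in opposite directions. Both comparisons use the same WT libraries, so part of the overlap is shared by construction. In 20 simulations, unchanged groups against the same WT called at most 1 gene each, so sharing 0 tells nothing. They gave a mean correlation of fold changes across genes of 0.499 against 0.872 measured. Their mean covariance was 0.0713 (SD 0.00196) against 0.959 measured. With 2 different WT libraries kept for each comparison, 634 to 808 genes were higher and 440 to 723 lower in both, with correlations of 0.686 to 0.776 over 6 such divisions. The genes are not independent replicates. With the pseudogene side as a term, 550 genes were higher and 35 lower in both, where all 16 libraries without the term gave 1504 and 2039. With library totals only they were 813 and 2862, and with the length trend removed 2415 were higher.

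**Figure D3:**
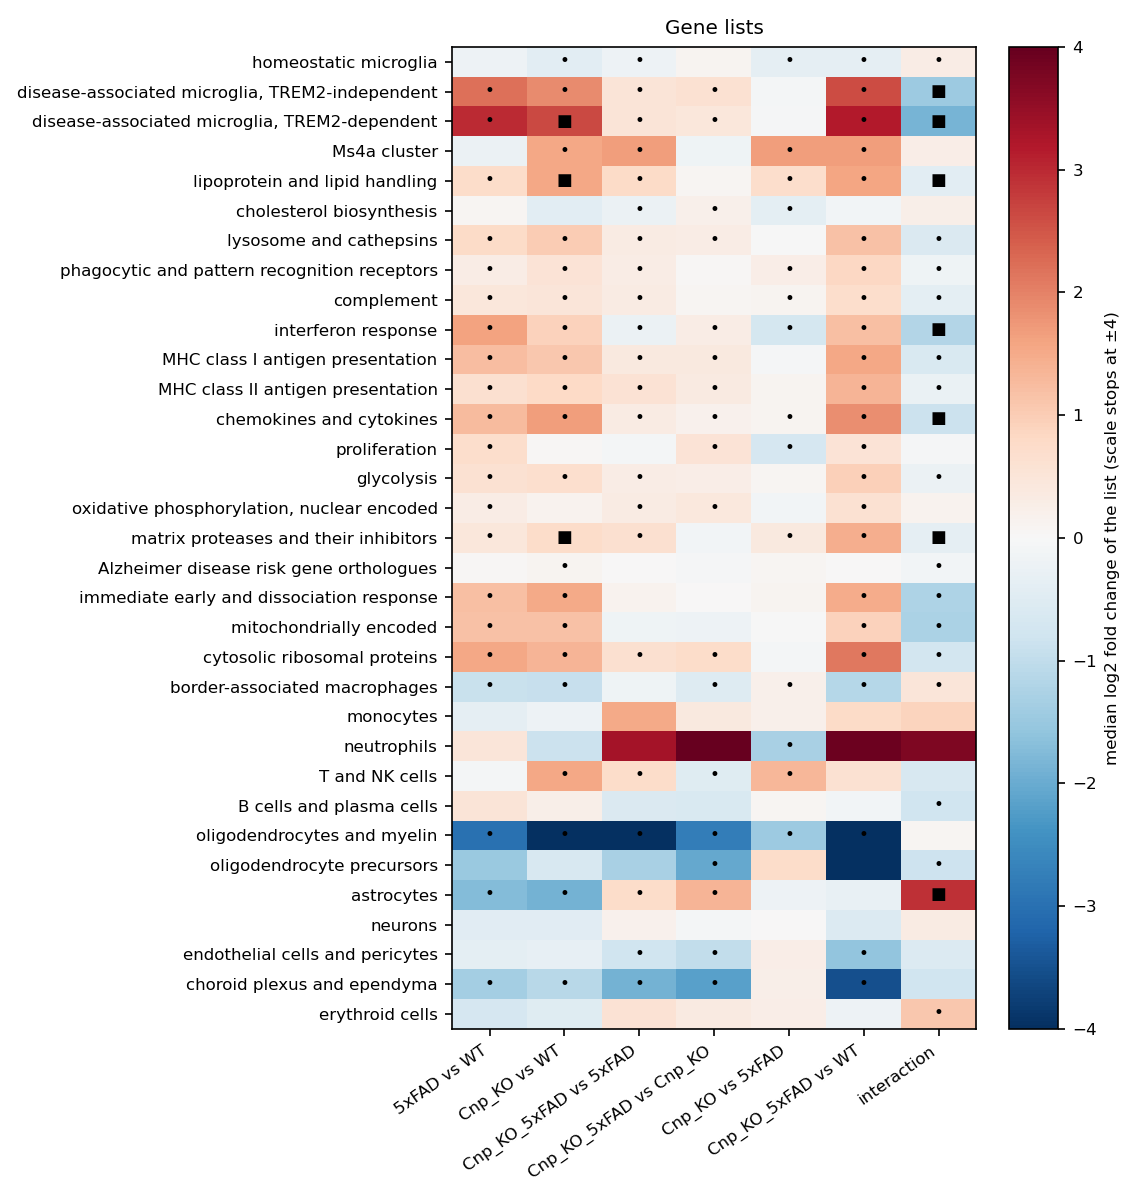
Median log2 fold change of the tested members of each of the 33 gene lists in each comparison (colour scale ends at -4 and 4). A dot stands where camera passed with the preset correlation alone, and a square where it also passed with an estimated correlation. The TREM2-dependent DAM list had medians of 2.99 in 5xFAD and 2.65 in Cnp_KO against WT and -1.85 in the interaction.

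Myelin defect on the amyloid background: Cnp_KO_5xFAD against 5xFAD asked what the myelin defect adds in mice with amyloid. Mmp12 rose from 13.3 ± 1.63 to 252 ± 19.0 CPM (SD, n = 4; 4.23 ± 0.13, adjusted p = 6.30e-08) and Ms4a7 from 8.06 ± 0.954 to 133 ± 29.4 CPM (4.00 ± 0.17, adjusted p = 1.07e-06). Apoc1 rose by 5.16 ± 0.34, Apoc4 by 4.55 ± 0.29 and Apoe by 2.28 ± 0.23 (adjusted p = 1.37e-04), to 90912 ± 23496 CPM. Clec7a, Itgax and Lpl rose by 1.07 ± 0.11, 1.07 ± 0.11 and 1.04 ± 0.11, and Gpnmb and Spp1 by 3.04 ± 0.21 and 3.18 ± 0.23. Trem2 (0.24 ± 0.20, adjusted p = 0.488), Tyrobp (0.39 ± 0.23, adjusted p = 0.298) and Cst7 (-0.20 ± 0.22, adjusted p = 0.602) did not pass. Cnp fell by 5.90 ± 0.34 (adjusted p = 5.80e-06).

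Lipid handling genes rose in 14 and fell in 1 of 28 (17 and 4 over the list alone; adjusted p = 1.01e-08, and adjusted p = 0.158 with an estimated correlation). The scavenger receptor gene Msr1 rose by 2.07 ± 0.14, the fatty acid binding protein gene Fabp5 by 1.33 ± 0.13 and the lysosomal lipase gene Lipa by 0.91 ± 0.10. Abca1 did not pass (0.94 ± 0.30, adjusted p = 0.067). Cholesterol biosynthesis fell in 4 of 24 (4 over the list alone; adjusted p = 0.0107, and adjusted p = 0.298 with an estimated correlation). The pathway enzyme gene Sqle fell by 0.78 ± 0.15 and Insig1, which holds back SREBP processing, by 0.69 ± 0.14. Ms4a genes rose in 6 of 9 (8 over the list alone; adjusted p = 1.16e-07, and adjusted p = 0.102 with an estimated correlation). Ms4a14 rose by 2.77 ± 0.25, Ms4a6c by 1.92 ± 0.13 and Ms4a6d by 1.67 ± 0.17. TREM2-dependent DAM genes rose in 13 of 29 (16 up and 3 down over the list alone; adjusted p = 5.69e-07, and adjusted p = 0.320 with an estimated correlation). TREM2-independent genes rose in 3 of 7 (4 over the list alone; adjusted p = 1.64e-04, and adjusted p = 0.320 with an estimated correlation). These lists hold genes that the study named from these samples. Homeostatic genes fell in 4 of 30 (4 over the list alone; adjusted p = 0.00469, and adjusted p = 0.320 with an estimated correlation). They were P2ry12 (-0.58 ± 0.12, adjusted p = 0.0085), the lectin gene Siglech (-0.51 ± 0.11), Upk1b (-0.78 ± 0.14) and Slc2a5 (-0.64 ± 0.13). Tmem119 (-0.32 ± 0.16, adjusted p = 0.221) and Cx3cr1 (0.04 ± 0.12, adjusted p = 0.865) did not pass.

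MHC class II presentation rose in 8 of 15 (8 over the list alone; adjusted p = 9.81e-05, and adjusted p = 0.320 with an estimated correlation), with Cd74 at 1.45 ± 0.23 and H2-Ab1 at 1.38 ± 0.21. Chemokines and cytokines rose in 9 of 35 (12 up and 2 down over the list alone; adjusted p = 2.65e-05, and adjusted p = 0.227 with an estimated correlation). Cxcl14 rose by 3.06 ± 0.18 and the interleukin receptor antagonist gene Il1rn by 2.27 ± 0.20. Interferon response genes rose in 3 and fell in 2 of 40, and the list as a whole was lower (2 and 2 over the list alone; median -0.24, adjusted p = 0.0183, and adjusted p = 0.596 with an estimated correlation). Lysosome genes rose in 10 and fell in 1 of 39 (18 and 1 over the list alone; adjusted p = 3.03e-07, and adjusted p = 0.320 with an estimated correlation; Atp6v0d2 3.47 ± 0.27). Matrix proteases rose in 7 with 2 lower of 19 (8 and 3 over the list alone; adjusted p = 0.00112, and adjusted p = 0.102 with an estimated correlation; Adam8 2.63 ± 0.18, Mmp14 1.14 ± 0.10). Ribosomal protein genes rose in 15 of 38 (28 over the list alone; adjusted p = 1.01e-08, and adjusted p = 0.359 with an estimated correlation). T and NK cell markers rose in 5 of 18 (6 over the list alone; adjusted p = 0.00399, and adjusted p = 0.320 with an estimated correlation). Cd8a rose by 1.89 ± 0.40 and the chemokine receptor gene Cxcr6 by 1.54 ± 0.36. Cxcr6 lost its call without 5xFAD replicate 10 (adjusted p = 0.0531) or Cnp_KO_5xFAD replicate 15 (adjusted p = 0.0591). Oligodendrocyte and myelin genes fell in 16 and rose in 1 of 17 (the same numbers over the list alone; adjusted p = 4.30e-17, and adjusted p = 0.102 with an estimated correlation). All 9 choroid plexus and ependymal genes fell (9 over the list alone; adjusted p = 4.37e-08, and adjusted p = 0.227 with an estimated correlation). Endothelial and pericyte markers fell in 5 and rose in 1 of 15 (9 and 1 over the list alone; adjusted p = 1.64e-04, and adjusted p = 0.227 with an estimated correlation). Mog (-5.44 ± 0.31) was among the myelin genes. Hapln2 (-6.08 ± 0.51), Cntn2 (-5.80 ± 0.55), Tmem88b (-5.80 ± 0.47) and Fa2h (-5.53 ± 0.56) were with Cnp the strongest falls. Astrocyte markers rose in 3 and fell in 1 of 14 (7 and 1 over the list alone; adjusted p = 0.0178, and adjusted p = 0.572 with an estimated correlation). The glial filament gene Gfap rose by 1.94 ± 0.28 and Agt, encoding angiotensinogen, by 2.93 ± 0.51.

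In all, 821 of 14119 genes were higher and 1182 lower, and 22 lists passed by camera (16 up, 6 down), none with an estimated correlation (lowest adjusted p = 0.102; 18 passed by fry). The split was 389 and 1977 by library totals, 329 and 2413 with log2(TPM + 1) and 2006 and 1208 without the length trend. All 16 libraries gave 940 and 900, and 517 and 496 with the pseudogene side as a term. Without 5xFAD replicate 9 (all on the side with many pseudogenes) 492 were higher and 860 lower. Without 5xFAD replicate 10 or 11, 528 and 522 were higher, and without Cnp_KO_5xFAD replicate 13, 14 or 15, 536, 1282 and 500.

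Amyloid on the myelin-defect background: Cnp_KO_5xFAD against Cnp_KO asked what amyloid adds when myelin is already defective. Few microglial genes passed. Lgi2 rose from 0.305 ± 0.408 to 10.3 ± 4.22 CPM (SD, n = 4; 4.84 ± 0.71). Baiap2l2 rose by 2.80 ± 0.30 and Cst7 by 1.82 ± 0.23 (adjusted p = 0.00615), with Ccl6 (1.37 ± 0.17) and the protease inhibitor gene Serpine2 (0.97 ± 0.15). Myelin transcripts fell. Mbp, encoding myelin basic protein, went from 3220 ± 2675 to 173 ± 39.0 CPM (-4.21 ± 0.62, adjusted p = 0.0105), and Mobp fell by 5.12 ± 0.73. Apoe (0.39 ± 0.25, adjusted p = 0.333), Gpnmb (0.10 ± 0.22, adjusted p = 0.785) and Mmp12 (-0.11 ± 0.13, adjusted p = 0.594) did not pass. Nor did Ms4a7 (0.26 ± 0.21, adjusted p = 0.429), Trem2 (0.80 ± 0.22, adjusted p = 0.0856) or P2ry12 (0.07 ± 0.11, adjusted p = 0.675). Cnp fell by 1.62 ± 0.22 (adjusted p = 0.0088), between 9.99 ± 1.42 and 3.24 ± 0.750 CPM.

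TREM2-dependent DAM genes rose in 5 of 29 (22 over the list alone; adjusted p = 1.03e-09, and adjusted p = 0.525 with an estimated correlation). Oligodendrocyte and myelin genes fell in 13 of 17 (16 over the list alone; adjusted p = 7.37e-16, and adjusted p = 0.109 with an estimated correlation; Cldn11 -3.68 ± 0.27, Mog -3.77 ± 0.38). Oligodendrocyte precursor genes fell in 3 of 8 (6 over the list alone; adjusted p = 3.83e-05, and adjusted p = 0.109 with an estimated correlation; Tnr -4.55 ± 0.56, Gpr17 -4.27 ± 0.57). Bcas1 (-4.77 ± 0.74) and Rph3a (-4.11 ± 0.63) were the other strongest falls, and each lost its call without Cnp_KO_5xFAD replicate 15 (adjusted p = 0.0538 and adjusted p = 0.0534). Astrocyte markers rose in 3 of 14 (6 over the list alone; adjusted p = 6.29e-05, and adjusted p = 0.545 with an estimated correlation): Aldoc (1.89 ± 0.37), Agt (3.35 ± 0.71) and Ppp1r3c (1.37 ± 0.29). These and the rises of Slc6a11 (2.68 ± 0.57), Fjx1 (2.36 ± 0.50) and Tril (2.26 ± 0.47) lost their calls without Cnp_KO replicate 5 or any of Cnp_KO_5xFAD replicates 13 to 16. Agt also lost it without Cnp_KO replicate 6, and Ppp1r3c, Slc6a11, Fjx1 and Tril without Cnp_KO replicate 7 (adjusted p 0.05004 to 0.147). No gene of the lysosome, Ms4a, complement, MHC or ribosomal protein lists passed by edgeR over all genes, where 3448 genes had an unadjusted p under 0.05. Adjusted over the list alone, 30 of 38 ribosomal protein genes rose (median 0.74, adjusted p = 3.79e-11 by camera, and adjusted p = 0.545 with an estimated correlation). So did 7 of 39 lysosome genes (adjusted p = 8.62e-05, and adjusted p = 0.545 with an estimated correlation), 5 of 22 MHC class I genes (adjusted p = 6.29e-05, and adjusted p = 0.545 with an estimated correlation) and 2 of 15 MHC class II genes (adjusted p = 0.00178, and adjusted p = 0.545 with an estimated correlation). Choroid plexus markers fell in 2 of 9 (9 over the list alone; adjusted p = 1.00e-04, and adjusted p = 0.545 with an estimated correlation) and endothelial and pericyte markers in 2 of 15 (10 over the list alone; adjusted p = 3.07e-06, and adjusted p = 0.525 with an estimated correlation).

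In all, 100 of 14055 genes were higher, 46 of them annotated pseudogenes, and 223 lower. In this comparison 18 lists passed by camera (12 up, 6 down), none with an estimated correlation (lowest adjusted p = 0.109) and 3 by fry. All Cnp_KO libraries lay on the side with few pseudogenes and all Cnp_KO_5xFAD libraries on the other, so no value within a side can be had. With the side as a term edgeR called 0 genes, against 1585 by DESeq2 without the term and 3448 at an unadjusted p under 0.05. DESeq2 called 750 higher and 835 lower, and edgeR on all 16 libraries 736 and 617. With the length trend removed 407 were higher and 251 lower. Leaving out Cnp_KO replicate 8 gave 970 higher and 1095 lower, Cnp_KO replicate 5 gave 53 and 75. Leaving out Cnp_KO_5xFAD replicates 13, 15 and 16 gave 48 and 89, 46 and 44, and 42 and 53. Without Cnp_KO replicate 7, 353 genes were lower. Gene length and fold change had a Spearman correlation across genes of -0.453.

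**Figure D4:**
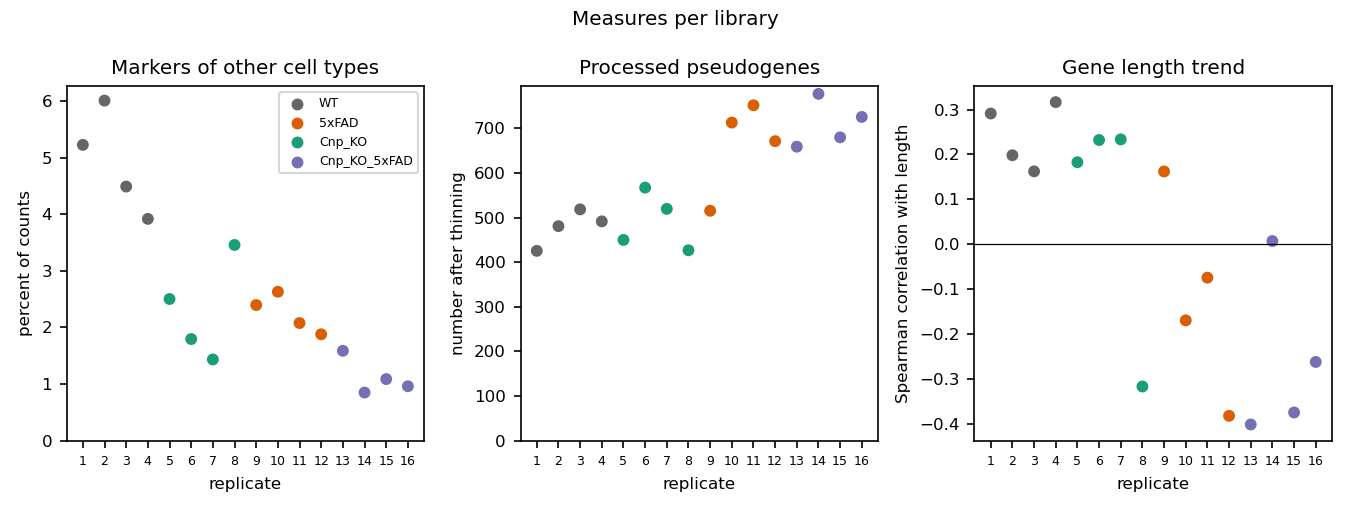
Markers of other cell types in % of counts and processed pseudogenes after thinning to the smallest total, per replicate coloured by genotype. Also the Spearman correlation of gene length with log2 CPM centred on its mean over libraries. Pseudogenes number 425.5 to 567.3 in replicates 1 to 9 and 659.1 to 777.6 in replicates 10 to 16, and Cnp_KO replicate 8 has a length correlation of -0.317.

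Myelin defect against amyloid: Cnp_KO against 5xFAD tested directly where both responses differ. Mmp12 (4.33 ± 0.17, adjusted p = 1.80e-07), Ms4a7 (3.74 ± 0.21, adjusted p = 3.16e-06), Apoc1 (4.04 ± 0.31) and Apoc4 (3.74 ± 0.33) were higher in Cnp_KO. So were Gpnmb (2.94 ± 0.19), Spp1 (2.76 ± 0.22) and Apoe (1.88 ± 0.23, adjusted p = 7.74e-04), while Cst7 was lower (-2.03 ± 0.14). Itgax was higher by 0.94 ± 0.12, while Trem2 (-0.57 ± 0.19, adjusted p = 0.145), Tmem119 (-0.45 ± 0.18) and Cx3cr1 (0.09 ± 0.14) did not pass. P2ry12 (-0.66 ± 0.13) and Lpl (0.70 ± 0.13) passed but lost their calls without 5xFAD replicate 11 (adjusted p = 0.0549 and adjusted p = 0.0563). Cnp had a fold change of -4.28 ± 0.29.

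Ms4a genes were higher in 8 of 9 (8 over the list alone; adjusted p = 1.87e-11, and adjusted p = 0.170 with an estimated correlation). Lipid handling genes were higher in 13 with 1 lower of 28 (16 and 1 over the list alone; adjusted p = 1.18e-09, and adjusted p = 0.209 with an estimated correlation), and T and NK cell markers in 6 of 21 (12 over the list alone; adjusted p = 1.18e-09, and adjusted p = 0.261 with an estimated correlation). Oligodendrocyte and myelin genes were lower in 11 of 17 (12 over the list alone; adjusted p = 2.13e-10, and adjusted p = 0.209 with an estimated correlation), and border-associated macrophage markers were higher in 3 of 16 (3 over the list alone; adjusted p = 0.0458, and adjusted p = 0.669 with an estimated correlation). Proliferation genes were lower in 5 of 32 (13 over the list alone; adjusted p = 1.87e-11, and adjusted p = 0.209 with an estimated correlation). Interferon response genes were lower in 7 with 1 higher of 40 (16 and 1 over the list alone; adjusted p = 1.81e-08, and adjusted p = 0.392 with an estimated correlation), and homeostatic genes in 6 of 30 (16 down and 1 up over the list alone; adjusted p = 4.93e-06, and adjusted p = 0.326 with an estimated correlation). The TREM2-dependent DAM list had 7 higher and 4 lower of 29 (9 and 7 over the list alone; median -0.05, mean 0.09, adjusted p = 0.759). Neutrophil markers were lower by camera with no single gene passing of 10 (5 over the list alone; adjusted p = 3.48e-04, and adjusted p = 0.452 with an estimated correlation). In all, 393 of 15638 genes were higher and 277 lower, and 14 lists passed by camera (8 up, 6 down), none with an estimated correlation (lowest adjusted p = 0.170; 10 by fry). With library totals only the split was 299 and 417, with log2(TPM + 1) 272 and 355, with the pseudogene side as a term 97 and 30, and within the side with few pseudogenes (5xFAD replicate 9 alone) 27 and 14. Without Cnp_KO replicate 8 the counts were 937 and 521, without 5xFAD replicate 10 261 and 168, without 5xFAD replicate 11 245 and 150, and without Cnp_KO replicates 5 and 7 160 and 179 genes were lower.

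Both together: Cnp_KO_5xFAD against WT gave 3502 higher and 4323 lower of 14862 genes. Apoe rose by 5.11 ± 0.23, Gpnmb by 8.20 ± 0.26, Mmp12 by 7.11 ± 0.16, Cst7 by 7.26 ± 0.32, Clec7a by 5.90 ± 0.12 and Ms4a7 by 3.47 ± 0.21. P2ry12 and Tmem119 fell by 1.13 ± 0.11 and 0.82 ± 0.14 (n = 4 per group, adjusted p under 0.05 by edgeR for each). Cnp fell by 8.98 ± 0.92. All 29 TREM2-dependent DAM genes rose (29 over the list alone; adjusted p = 1.34e-20, and adjusted p = 0.0721 with an estimated correlation). Homeostatic genes fell in 17 and rose in 3 of 30 (17 and 3 over the list alone; adjusted p = 0.0206, and adjusted p = 0.546 with an estimated correlation). Immediate early genes rose in 21 with 1 lower of 29 (the same numbers over the list alone; adjusted p = 2.75e-07, and adjusted p = 0.321 with an estimated correlation). Ribosomal protein genes rose in 37 of 38 (37 over the list alone; adjusted p = 3.01e-17, and adjusted p = 0.240 with an estimated correlation). Oligodendrocyte and myelin genes fell in 16 of 17 (16 over the list alone; adjusted p = 1.02e-06, and adjusted p = 0.324 with an estimated correlation). All 9 choroid plexus markers fell (9 over the list alone; adjusted p = 3.77e-05, and adjusted p = 0.321 with an estimated correlation). Endothelial and pericyte markers fell in 9 and rose in 1 of 15 (10 and 1 over the list alone; adjusted p = 0.00750, and adjusted p = 0.476 with an estimated correlation), and border-associated macrophage markers fell in 9 and rose in 2 of 16 (10 and 2 over the list alone; adjusted p = 0.0107, and adjusted p = 0.476 with an estimated correlation). Camera passed 23 lists (18 up, 5 down), none with an estimated correlation (lowest adjusted p = 0.0721; 25 by fry). The split was 1760 and 6849 with library totals only, 1160 and 9623 with log2(TPM + 1), and 5888 and 2844 with the length trend removed. It was 994 and 744 with the pseudogene side as a term, and no value within a side can be had.

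The interaction tested whether the effect of Cnp loss differed with amyloid. DAM genes had smaller log2 fold changes in Cnp_KO_5xFAD over 5xFAD than in Cnp_KO over WT. In mean CPM Spp1 and Cd52 rose more with amyloid (not tested). Lpl had an interaction of -4.96 ± 0.17 (adjusted p = 3.07e-11), Clec7a of -4.29 ± 0.16, Itgax of -4.28 ± 0.18, Cst7 of -5.61 ± 0.31 and Gpnmb of -5.01 ± 0.29 (n = 4 per group). Apoe (-2.40 ± 0.30, adjusted p = 1.28e-04) and Mmp12 (-2.96 ± 0.18) followed. Ms4a7 (0.83 ± 0.28, adjusted p = 0.111), Apoc1 (-0.34 ± 0.58, adjusted p = 0.828), Tmem119 (0.65 ± 0.22, adjusted p = 0.122) and Cnp (1.501 ± 0.79, adjusted p = 0.362) did not pass. P2ry12 fell less on the amyloid background (0.65 ± 0.16, adjusted p = 0.0238). This call ended when any 1 of 9 libraries was left out (WT replicates 3 and 4, Cnp_KO 6 and 7, 5xFAD 9 and 10, Cnp_KO_5xFAD 13, 15 and 16; adjusted p 0.0507 to 0.117).

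Of 29 TREM2-dependent DAM genes 27 had a lower interaction (29 over the list alone; adjusted p = 6.50e-55, kept with an estimated correlation at adjusted p = 0.00108). So had 6 of 7 TREM2-independent genes (6 over the list alone; adjusted p = 1.32e-10, kept with an estimated correlation at adjusted p = 0.0413). Lipid handling (10 lower of 28, with 12 lower and 1 higher over the list alone; adjusted p = 2.47e-07, with an estimated correlation adjusted p = 0.0126) and interferon response (18 lower of 40, 26 over the list alone; adjusted p = 2.41e-21, with an estimated correlation adjusted p = 0.0413; Usp18 -1.95 ± 0.27) held in both tests. So did chemokines and cytokines (14 lower of 35, with 18 lower and 1 higher over the list alone; adjusted p = 2.84e-12, with an estimated correlation adjusted p = 0.0126; Igf1 -3.57 ± 0.26, Tnf -2.54 ± 0.21) and matrix proteases (6 lower of 20, with 9 lower and 1 higher over the list alone; adjusted p = 1.89e-06, with an estimated correlation adjusted p = 0.00488). MHC class I presentation was lower in 11 of 22 (13 over the list alone; adjusted p = 1.02e-14, and adjusted p = 0.0511 with an estimated correlation; B2m -1.26 ± 0.16). Immediate early genes were lower in 16 of 29 (22 lower and 1 higher over the list alone; adjusted p = 6.34e-18, and adjusted p = 0.0511 with an estimated correlation). Astrocyte markers had a higher interaction in 9 of 14 (12 over the list alone; median 2.91, adjusted p = 1.95e-13, kept with an estimated correlation at adjusted p = 0.0304). Aqp4 had 3.37 ± 0.54 and Gja1 3.65 ± 0.57. No Ms4a gene of 9 passed by edgeR (0 over the list alone; adjusted p = 0.383 by camera). In all, 218 of 16079 genes were higher and 450 lower, and 22 lists passed by camera (4 up, 18 down), 7 of them with an estimated correlation (16 by fry). With log2(TPM + 1) the split was 478 and 423, with no filter 107 genes were higher and with the pseudogene side as a term 127. Fewer genes were higher without WT replicate 1 (128), 2 (138) or 4 (129), Cnp_KO replicate 7 (94), 5xFAD replicate 9 (105) or 10 (109), or Cnp_KO_5xFAD replicate 13 (101) or 14 (138). More were higher without WT replicate 3 (406).

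Across 13994 genes, the fold changes of Cnp loss on both backgrounds had a Pearson correlation of 0.682 (Spearman 0.605, jackknife SE over libraries 0.0486). Of these genes, 652 were higher and 715 lower on both backgrounds, where independent lists would share 106 and 153, and 27 moved in opposite directions. With library totals only they were 331 and 1327. With the length trend removed 1513 were higher, and with the pseudogene side as a term 416 were lower (702 with all 16 libraries and no term). Without 5xFAD replicate 9 or Cnp_KO_5xFAD replicate 15, 431 and 427 were higher. For the effect of amyloid the correlation across 13912 genes was 0.537 (Spearman 0.591, SE 0.111), with 37 higher and 156 lower on both (10.2 and 35.7 for independent lists) and 9 opposite. Both amyloid comparisons are tied to the pseudogene side. With it as a term that on Cnp_KO called no gene, so none could be shared (r = 0.508). The counts were 400 and 642 by DESeq2 and 477 and 445 with 16 libraries in 1 fit, and 277 were higher without the length trend. Without 1 library they ran from 9 to 634 higher and 31 to 605 lower, most without Cnp_KO replicate 8. These comparisons share no library, and genes are not independent replicates.

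In a principal component analysis of TPM without log, as the study embedded its samples, the first component held 80.1% and the second 12.2% of the variance. Apoe alone made up 84.7% of the squared loading of the first component, and Ttr, a transcript of the choroid plexus, 8.05% of it and 73.4% of that of the second. The group means on the first component were -59536 in WT, -25700 in 5xFAD, 35632 in Cnp_KO and 49604 in Cnp_KO_5xFAD. On log2(TPM + 1) the first component held 47.0%, and on log2 CPM 51.0%, where the group means were 107 in WT, 0.390 in 5xFAD, -23.0 in Cnp_KO and -84.4 in Cnp_KO_5xFAD.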

Values the study reported

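The study used 4 biological replicates per genotype for the sorted microglia. It counted a gene as regulated at an adjusted P value below 0.05, with each pair of genotypes tested on its own. In its description of the principal component analysis of TPM profiles, the first component accounted for 80.1% of the variability.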

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

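The tests of the astrocyte list, of depth, of the correlation across pseudogenes, of dilution and of additivity in CPM were chosen only after the result they concern was seen, as were the fits with the pseudogene side as a term or the length trend removed.

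In 80 groups of 4 values, 4 had a library far from the other 3, a count that chance (1 in 20) gives. Cnp_KO_5xFAD replicate 15 had 1273 CPM of P2ry12 (others 1431 to 1462). Cnp_KO_5xFAD replicate 13 had 1436 CPM of S100a8, a gene of neutrophils (others 14.3 to 23.4). Its whole neutrophil list held 6348 CPM of the total (others 741 to 863). Cnp_KO replicate 6 had 28.7 CPM of Gfap (others 5.63 to 8.89). Cnp_KO replicate 8 had a Spearman correlation of centred log2 CPM with gene length of -0.32, where the others had 0.183 to 0.234.

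A difference between backgrounds was found for 29 named genes, whose effect of Cnp loss differed with amyloid by the interaction test. Among DAM genes these were Lpl (-4.96), Clec7a (-4.29), Itgax (-4.28), Cst7 (-5.61), Gpnmb (-5.01), Spp1 (-3.79), Igf1 (-3.57) and Apoe (-2.40). These are log2 values. In mean CPM the rise in Cnp_KO_5xFAD was 1.18 times the sum of both rises for Spp1 and 0.964 times it for Gpnmb. Mmp12 differed by -2.96. Dkk2 (-5.82), Minar1 (-5.37) and Pianp (-5.14) were among the strongest lower interactions that the naming rule added. Apoc4 had -4.59, a value that depends on the prior count because WT held 1 count in all. Of interferon and presentation genes, Usp18 (-1.95), Ifi204 (-1.99), H2-Q4 (-1.62) and B2m (-1.26) differed, and of cytokine genes Tnf (-2.54). P2ry12 differed by 0.65.

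Genes of other cell types differed too. The astrocyte genes Aqp4 (3.37), Gja1 (3.65), Grm3 (4.55), Htra1 (4.87), Luzp2 (4.84) and Slc6a11 (4.87) and the neuronal Tubb3 (4.92) had a higher interaction: each was lower in 5xFAD and in Cnp_KO than in WT, as for Aqp4 with 29.3, 4.93, 4.30 and 7.38 CPM in WT, 5xFAD, Cnp_KO and Cnp_KO_5xFAD. The myelin genes Mobp (-5.12) and Mbp (-4.25) and the oligodendrocyte gene Bcas1 (-5.18) had a lower interaction. The call of Mbp ended without Cnp_KO replicate 6 (adjusted p = 0.0509), 5xFAD replicate 10 (adjusted p = 0.0672) or 5xFAD replicate 11 (adjusted p = 0.0511).

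Myelin transcripts were lower in every mutant group than in WT, for 13 of 17 genes in 5xFAD and in Cnp_KO and 16 of 17 in Cnp_KO_5xFAD. Less RNA of every other cell type in Cnp_KO_5xFAD is argued against by the astrocyte list: its median log2 CPM less that of the myelin list was 5.70 higher than in WT (SD 0.965 and 1.52) with no overlap of libraries, although choroid plexus (median -3.51) and endothelial markers (-1.58) fell too. Less RNA of every other cell type in 5xFAD and less RNA of every other cell type in Cnp_KO stay open, since the same difference moved by 1.15 and 1.62 with overlapping libraries and the astrocyte list fell as well (medians -1.75 and -1.88). A difference in the amount of oligodendrocyte RNA carried over stays open, as does an effect of the genotypes on myelin, on the phagocytosis of myelin or on the yield of the O4 bead step that removes oligodendrocytes.

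Processed pseudogenes were found more often in 5xFAD replicates 10 to 12 and all Cnp_KO_5xFAD libraries, and the split of the 8 Cnp_KO and Cnp_KO_5xFAD libraries that sets Cnp_KO replicates 5 to 7 with Cnp_KO_5xFAD replicate 14 against the rest called 4644 genes, where the genotypes called 323. A gap of 91.8 pseudogenes after thinning cannot test a difference in depth, as the sides were set from these numbers. A difference between preparation or sequencing batches stays open. Across 308 pseudogenes the change within 5xFAD (replicates 11 and 12 over 9) correlated with that between Cnp_KO_5xFAD and Cnp_KO (r = 0.860, and 0.826 for the 221 with at least 1 CPM on average). The sides were set from pseudogenes and parent gene expression could give the same, so this does not support a batch. Higher expression of the ribosomal protein parent genes stays open, with a median of 0.36 (quartiles 0.253 to 0.418) in 5xFAD replicates 10 to 12 over replicate 9. A gene length trend between libraries may be behind part of the split, which called 2057 genes with that trend removed and had a Spearman correlation of fold change and length of -0.584.

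TREM2-dependent DAM genes changed less than the sum of both log2 effects in Cnp_KO_5xFAD, with a median interaction of -1.85 over 29 genes. The pseudogene side is argued against by a median of -1.98 with the side as a term (upper quartile -1.21, 26 genes lower past the threshold), and dilution by RNA of other cell types, which would lower all microglial genes alike, by a median interaction of 0.288 over 30 homeostatic genes (quartiles 0.104 to 0.550). An additive change in CPM that looks smaller on a log scale may account for much of it. Both medians of group means, -1.86 for such a change and -1.84 observed, are Gm1673 alone. Per gene the median difference was -0.298 (quartiles -0.484 to -0.118). The observed rise over the sum of both rises was under 1 in 26 of 29 genes (median 0.792, jackknife SE 0.0962). It ran from 0.444 in Lilrb4a to 1.18 in Spp1.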

How the results depend on the processing

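No paired analysis was possible because the replicate numbers 1 to 16 run through all groups and no label ties libraries of different genotypes. The fits with the pseudogene side, the length trend removed, pseudogenes left out or libraries of 1 side alone were chosen after the data were seen. Counts below are genes higher / lower in the order of each comparison's name, and where a cause is not given it was not tested.

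Of 286 named genes and comparisons, 6079 values under the alternatives gave 1 change of direction of a called gene: Cx3cr1 in Cnp_KO_5xFAD against WT moved from -0.31 to 0.0273 (adjusted p = 0.869) with the length trend removed, and its call also ended when any 1 of 7 libraries was left out (adjusted p 0.0547 to 0.177). A further 37 values of genes that did not pass changed sign. For 5xFAD against WT 1123 of 1237 values kept their side of the threshold, 93 fell below it and 21 passed. The numbers were 1220 of 1239, 16 and 3 for Cnp_KO against WT, 1184 of 1217, 26 and 7 for Cnp_KO_5xFAD against 5xFAD, 668 of 799, 104 and 27 for Cnp_KO_5xFAD against Cnp_KO, 352 of 398, 26 and 20 for Cnp_KO against 5xFAD, 284 of 299, 14 and 0 for Cnp_KO_5xFAD against WT, and 862 of 890, 24 and 4 for the interaction. The side term ended 61 calls, more than any other setting.

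With library totals only the counts were 1432 / 4233 (5xFAD against WT), 1136 / 4013 (Cnp_KO against WT), 389 / 1977 (Cnp_KO_5xFAD against 5xFAD), 299 / 417 (Cnp_KO against 5xFAD) and 1760 / 6849 (Cnp_KO_5xFAD against WT), and the median of all genes was -0.23, -0.31, -0.23, -0.11 and -0.45. With log2(TPM + 1) they were 1040 / 6695, 961 / 6192, 329 / 2413, 272 / 355 and 1160 / 9623, and 478 / 423 for the interaction. With log2(TPM + 0.1) they were 1018 / 6612, 947 / 6036, 331 / 2418, 260 / 341 and 1149 / 9599. DESeq2 gave 750 / 835 for Cnp_KO_5xFAD against Cnp_KO, 511 lower for Cnp_KO against 5xFAD and 364 / 704 for the interaction. Without a filter 260 / 412 genes passed for Cnp_KO_5xFAD against Cnp_KO and 107 were higher in the interaction, and with all 16 libraries in 1 fit 736 / 617 passed for the former. Upper quartile scaling gave 162 / 542 for the interaction.

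With the pseudogene side as a term 580 / 41 genes passed for 5xFAD against WT, 517 / 496 for Cnp_KO_5xFAD against 5xFAD, 0 / 0 by edgeR for Cnp_KO_5xFAD against Cnp_KO (3448 at an unadjusted p under 0.05 without the term, and 1585 by DESeq2), 97 / 30 for Cnp_KO against 5xFAD and 994 / 744 for Cnp_KO_5xFAD against WT, and 127 were higher in the interaction. It takes the difference between sides out of the genotypes, which are tied to it. With the length trend removed 3420 genes were higher for Cnp_KO against WT, 2006 for Cnp_KO_5xFAD against 5xFAD and 407 for Cnp_KO_5xFAD against Cnp_KO, and 5888 / 2844 passed for Cnp_KO_5xFAD against WT. Without pseudogenes 40 were higher for Cnp_KO_5xFAD against Cnp_KO. In libraries with few pseudogenes alone 325 / 42 passed for 5xFAD against WT and 27 / 14 for Cnp_KO against 5xFAD, with 5xFAD replicate 9 as a lone library assumed to vary like the others, and with many 492 were higher for Cnp_KO_5xFAD against 5xFAD.

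Leaving out 1 library in turn gave 1605 to 2595 / 1604 to 3034 for 5xFAD against WT, 1384 to 2010 / 1506 to 2278 for Cnp_KO against WT, 492 to 1282 / 860 to 1466 for Cnp_KO_5xFAD against 5xFAD, 42 to 970 / 44 to 1095 for Cnp_KO_5xFAD against Cnp_KO, 245 to 937 / 150 to 521 for Cnp_KO against 5xFAD, 2976 to 4016 / 3685 to 4537 for Cnp_KO_5xFAD against WT and 94 to 406 / 345 to 613 for the interaction.

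Lists passed by camera numbered 21 to 22, 22 to 26, 21 to 25, 17 to 21, 13 to 18, 22 to 23 and 19 to 23 in that order without 1 library, and 0, 3, 0, 0, 0, 0 and 7 with an estimated correlation. Of lists that passed in either fit, neutrophils turned direction in Cnp_KO_5xFAD against 5xFAD without Cnp_KO_5xFAD replicate 13, T and NK and B cell lists in Cnp_KO_5xFAD against Cnp_KO with the side term, and ribosomal proteins in Cnp_KO against 5xFAD with the side term and in libraries with few pseudogenes. The correlation of both effects of Cnp loss was 0.647 to 0.706 without 1 library, 0.585 by DESeq2, 0.632 with all libraries in 1 fit and 0.624 with the side term, and that of both effects of amyloid 0.475 to 0.584. Genes moved alike in 5xFAD and Cnp_KO numbered 585 with the side term. The first principal component held 78.1% to 81.8% without 1 library, 47.0% on log2(TPM + 1) and 51.0% on log2 CPM. The lowest total was 6585684 in 5xFAD replicate 11, and Cnp_KO_5xFAD had the lowest mean of a group, 13246900.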

Other observations

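The tests on other splits of the libraries were intended before the data were examined but written down only after the results they concern were seen, and the fits that use the pseudogene side were chosen only after. The tests of the gene lists with an estimated correlation were planned.

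Some genes marked 1 of both conditions more than the other. Lgi2, a secreted protein gene, averaged 35.8 ± 4.85 CPM (SD, n = 4) in 5xFAD and 10.3 ± 4.22 in Cnp_KO_5xFAD, but 0.259 ± 0.136 in WT and 0.305 ± 0.408 in Cnp_KO. Cst7 averaged 1439 ± 209 and 1280 ± 437 CPM in both groups with amyloid and 359 ± 26.3 in Cnp_KO. Apoc4 averaged 9.33 ± 2.61 in Cnp_KO and 16.3 ± 5.26 in Cnp_KO_5xFAD, but 0.725 ± 0.180 in 5xFAD. Apoc1, whose product inhibits lipoprotein uptake, averaged 49.6 ± 12.7 in Cnp_KO and 109 ± 39.8 in Cnp_KO_5xFAD against 2.90 ± 1.20 in 5xFAD. Cd8a averaged 7.29 ± 1.16 in Cnp_KO, 3.38 ± 1.37 in Cnp_KO_5xFAD and 0.882 ± 0.341 in 5xFAD. Cst3 averaged 19681 ± 4208 and 20792 ± 5152 in both groups with amyloid, against 10159 ± 1563 in WT and 11544 ± 2599 in Cnp_KO. Axl averaged 52.7 ± 14.8, 793 ± 121, 1373 ± 236 and 1344 ± 178 CPM in WT, 5xFAD, Cnp_KO and Cnp_KO_5xFAD.

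Apoe was the gene with the most counts in all 8 Cnp_KO and Cnp_KO_5xFAD libraries, with 6.26%, 5.44%, 5.52% and 8.94% of the counts in Cnp_KO and 8.09%, 5.97%, 9.54% and 7.63% in Cnp_KO_5xFAD. Mbp and Mobp had a different course from Mog. Mbp averaged 3108 ± 1795, 3187 ± 2432, 3220 ± 2675 and 173 ± 39.0 CPM in WT, 5xFAD, Cnp_KO and Cnp_KO_5xFAD, whereas Mog averaged 273 ± 244, 32.9 ± 9.62, 10.3 ± 3.55 and 0.759 ± 0.275. Ttr, the most abundant choroid plexus transcript of the list, averaged 13900 ± 8018, 7563 ± 2222, 8952 ± 8144 and 2786 ± 1338. Summed immediate early genes averaged 4745, 10080, 9995 and 9787 CPM of the total in WT, 5xFAD, Cnp_KO and Cnp_KO_5xFAD. That of ribosomal protein genes was 3037, 7326, 6377 and 9774.

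In a check for mixed-up samples on sex-linked transcripts, 16 of 16 libraries did not match the sex that the study's reporting summary gives for crosses of this line, while its methods give both sexes for the study and the labels give none per library. Cnp had 2.19 to 11.7 CPM of the total in the 8 libraries labelled without it and 97.5 to 3891 in the other 8.

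Other splits of the 8 libraries of a pair into 4 and 4 (35 with the real one) were counted for each number of genes. For 5xFAD, Cnp_KO and Cnp_KO_5xFAD against WT only the real split of 35 called genes (5093, 4008 and 7825), the lowest share possible. Other splits put genotype effects into the residual, and do not tell genotype from pseudogene side in 5xFAD and Cnp_KO_5xFAD. The raw counts at an unadjusted p under 0.05 behind the real values were 7045, 5941 and 8770. For Cnp_KO_5xFAD against 5xFAD only the real split reached 2003 genes, but the split of 5xFAD replicates 9 to 11 and Cnp_KO_5xFAD replicate 14 against the rest called 1938. For Cnp_KO_5xFAD against Cnp_KO 2 splits called as many as the real 323, and chance cannot be excluded: the highest other, Cnp_KO replicates 5 to 7 with Cnp_KO_5xFAD replicate 14, called 4644, several times the real count, which points to a structure of the samples. For Cnp_KO against 5xFAD 2 splits called as many as the real 670, and chance cannot be excluded, with 868 for 5xFAD replicate 9 and Cnp_KO replicates 5 to 7, which follows the pseudogene side less Cnp_KO replicate 8. It also follows the correlation of centred log2 CPM with length, 0.162 to 0.234 in these 4 and -0.382 to -0.0746 in the rest. The splits that called 1938 and 4644 likewise put the libraries with the higher length correlation together. For the interaction 1 of 100 drawn splits reached 668 genes and the highest other called 634, but these splits mix all 4 genotypes and put their effects into the residual, so they do not show whether chance can be excluded.

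For gene lists passed by camera with the preset correlation the splits cannot decide on chance. Those with 3 libraries of 1 genotype keep part of its effect. For 5xFAD against WT 7 of 35 splits reached the real 21 lists (highest other 24, and 14 with genotypes mixed 2 and 2). So did 6 for Cnp_KO against WT (23, 25, 15) and 5 for Cnp_KO_5xFAD against 5xFAD (22, 26, 15). So did 5 for Cnp_KO_5xFAD against Cnp_KO (18, 21, 18) and 14 for Cnp_KO against 5xFAD (14, 21, 18). So did 8 for Cnp_KO_5xFAD against WT (23, 25, 10) and 12 of 100 for the interaction (22, 24), where the splits decide nothing. With an estimated correlation 3 lists passed in Cnp_KO against WT, where no other split passed any.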
